A study of Homo sapiens with 8 samples.

How the data were processed

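Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in 8 samples of 2 human lung cancer cell lines, H1975 and HCC44. Per the labels, each line was treated for 96 h with DMSO, the solvent, or with ACBI1, and each of the 4 groups had 2 replicates. ACBI1 is a degrader of SMARCA2 and SMARCA4, the ATPases of the SWI/SNF (BAF) chromatin remodelling complexes, and of the subunit PBRM1. The dose in the labels is 1 mM, which is high for a degrader, and is given here only as labelled. The libraries were amplified for 11 PCR cycles, per the labels' protocols. No read number was given in the labels and no batch was named. The prefix of the sample titles differs between replicate 1 and replicate 2, alike in all 4 groups, and its meaning is not stated.

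The authors deposited 1 peak list per sample, so peaks were called per sample and not on pooled replicates. Each list had 9 columns in the broadPeak layout and no header. The fold enrichment of each peak over the caller's background is the authors' own ratio, read from the deposited column that the layout assigns to it. The authors' p-value and q-value of each peak were deposited as −log10 values. The deposited score column was 10 times the −log10 q in nearly all rows and was not used. The caller, the aligner, the genome build and the filters are not stated in the labels or in the files. The lowest −log10 q in a list lay between 10.0 and 10.2 in all 8 lists. The sequence names in the lists are those of GRCh38, alternate sequences included, so coordinates were read as GRCh38. Gene names and positions came from a RefSeq gene table of GRCh38.p14. Between 23.0% and 46.5% of a sample's peaks overlapped a gene boundary of that table, against 6.00% to 7.51% for the same windows moved by 100 kb.

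Fold enrichment and q depend on each library's depth and background, so they were used only to describe, rank or filter peaks within a list. Whether a peak is listed also depends on depth and on the signal over background, and a missing peak is therefore not a measurement of closed chromatin. The smallest gap between peaks differed between lists, from 657 to 1153 bp, as did the smallest width, from 163 to 286 bp. Joining distances therefore differed between samples. The depth in reads is unknown, and no counting interval was computed.

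Peak number, covered length and median width were taken per sample and compared on the log2 scale. A gene boundary was a window of 1 kb either side of either end of a protein-coding gene (19974 genes). The gene table gives no strand, so the start and the end of a gene could not be told apart, and these windows replaced the transcription start sites named in the design. The motif comparison of the design needs a genome sequence and was not made here. Changes with treatment were tested by an exact permutation test, two-sided, with labels permuted within each cell line. With both lines there are 36 arrangements and the smallest possible p is 0.0556, and within 1 line there are 6 arrangements and the smallest possible p is 0.333. No such test can pass 0.05, so the size of a change is set beside the SD between replicates.

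Within each line, the peaks of the 4 samples were merged into regions where they overlapped by at least 1 bp. A region was called lost when it had a peak in both DMSO samples and in neither ACBI1 sample, gained in the reverse case, and retained when all 4 samples had a peak. Odds ratios across regions were tested by Fisher's exact test, two-sided, and within strata by the Mantel-Haenszel method. A region's width was that of all its merged peaks, ACBI1 peaks included, so strata of width depend in part on the outcome. Regions are not replicates, so those p-values describe these libraries only. Replicate pairs of the same group gave the background for overlaps and odds ratios.

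The named genes were fixed as the 3 targets of ACBI1 and 19 genes of the STING and interferon pathway, which the series title refers to. For each, peaks at its boundaries and peaks from 50 kb before to 50 kb after the gene were counted. The named regions were, in each line, the 5 lost and the 5 gained regions with the highest mean rank of the authors' fold enrichment in the samples that held the peak. These rules, the groups, the main tests and most alternatives were chosen before the data were examined. A minimum −log10 q of 5 had been chosen as a stricter threshold, but no peak lay under it, and a minimum of 20 was added after seeing the data. Joining or merging at 1200 bp, strata of −log10 q rank with or without strata of width, and equal numbers of peaks ranked by −log10 q were also added after seeing the data. The other alternatives were a fold enrichment of at least 5, chromosomes 1 to 22 and X only, joining or merging at 1 kb, strata of fold enrichment rank or of width, windows of 5 kb, all annotated genes, 50% cover, the strongest 20% of DMSO peaks, equal numbers of top peaks by fold enrichment (22133 per list), a replicate block, and leaving out each replicate.

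Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The functions were tested on simulated data. In simulations of 47856 regions for H1975 and 58307 for HCC44, the class counts of lost, gained and retained regions were recovered to 100%. Counts per class were compared, not single regions. Simulated peaks neither dropped out at random nor split, so this checked the code and not the real lists. For the odds ratios of lost against retained regions, a simulated odds ratio of 3 came out as 2.93 within strata and as 4.71 without them, over 30000 simulated regions.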

Results

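ATAC-seq peak lists were compared between ACBI1 and DMSO in H1975 and HCC44 cells, with 2 replicates in each of the 4 groups. The series title connects SMARCA4 in lung cancer with the STING pathway, and the comparison asks how the accessible regions of the genome differ after degradation of SMARCA2, SMARCA4 and PBRM1. Levels of these proteins were not analysed here. The lists gave no read numbers, so the depth of each sample is unknown. In H1975, the DMSO samples held 43525 and 41027 peaks and the ACBI1 samples 27682 and 22133. In HCC44, the DMSO samples held 50347 and 49945 peaks and the ACBI1 samples 26313 and 24862.

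The number of peaks was lower in both ACBI1 samples than in both DMSO samples of each line. In H1975 it averaged 42276 ± 1766 (SD, n = 2) with DMSO and 24908 ± 3924 (SD, n = 2) with ACBI1. The log2 change was −0.77, against an SD between replicates of 0.17 on that scale. In HCC44 the number averaged 50146 ± 284 (SD, n = 2) with DMSO and 25588 ± 1026 (SD, n = 2) with ACBI1, a log2 change of −0.97 against an SD of 0.041. Over both lines the mean log2 change was −0.87 (exact permutation test, two-sided, p = 0.0556, the smallest p that the 36 arrangements can give). The alternatives that moved these changes most were leaving out an ACBI1 replicate in H1975, with −0.93 without replicate 1 and −0.61 without replicate 2, and a minimum fold enrichment of 5 in HCC44, with −1.61. The change in HCC44 minus that in H1975 was −0.20, against a pooled SD between replicates of 0.12. An exact permutation test of this difference, two-sided, gave p = 0.667 over the 36 arrangements. It cannot decide the question, since permuting treatments within lines cannot give a small p where both lines change in the same direction. Without H1975 ACBI1 replicate 1 it was −0.038 and without H1975 ACBI1 replicate 2 it was −0.36.

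The length of the genome covered by peaks fell along with their number. It was 28.7 ± 2.48 Mb with DMSO and 18.4 ± 5.06 Mb with ACBI1 in H1975 (SD, n = 2 each), a log2 change of −0.66 against an SD between replicates of 0.30, and of −0.38 without ACBI1 replicate 2. In HCC44 it was 40.7 ± 0.785 Mb with DMSO and 21 ± 0.307 Mb with ACBI1 (SD, n = 2 each), a log2 change of −0.96 against an SD of 0.025. The median peak was wider with ACBI1. In H1975 the median width was 530.5 ± 29.0 bp with DMSO and 649 ± 65.1 bp with ACBI1, and in HCC44 it was 652.5 ± 26.2 and 706 ± 25.5 bp (SD, n = 2 each). The log2 changes in width were 0.29 and 0.11, against SDs between replicates of 0.12 and 0.055. Without ACBI1 replicate 1 the change in H1975 was 0.19, and without DMSO replicate 1 that in HCC44 was 0.073. For covered length and for width, the exact permutation test over both lines, two-sided, again gave its smallest p of 0.0556. In HCC44 the smallest width in a list rose too, from 251 and 265 bp with DMSO to 276 and 286 bp with ACBI1. The wider median there cannot be separated from this difference between lists. In H1975 the smallest widths were 191 and 177 bp with DMSO and 218 and 163 bp with ACBI1, without such an order.

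**Figure D1:**
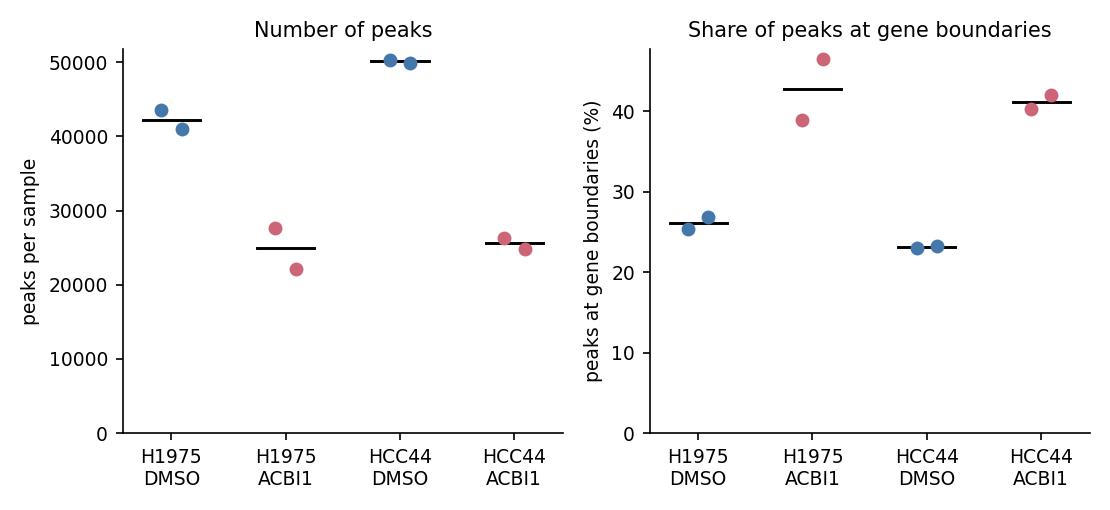
Peaks per sample (left) and the percent of a sample's peaks that overlap a gene boundary (right) in the 4 groups, with a point per replicate and a bar at the mean of 2. In each line both ACBI1 samples hold fewer peaks, and a higher share at gene boundaries, than both DMSO samples.

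The share of peaks at gene boundaries, within 1 kb of either end of a protein-coding gene, was higher with ACBI1. In H1975 it was 26.1% ± 1.06 (SD, n = 2) with DMSO and 42.7% ± 5.35 (SD, n = 2) with ACBI1, a rise of 16.6 percentage points against an SD between replicates of 3.86. In HCC44 it was 23.1% ± 0.121 (SD, n = 2) with DMSO and 41.1% ± 1.27 (SD, n = 2) with ACBI1, a rise of 18.0 points against an SD of 0.903. Over both lines the rise was 17.3 points (exact permutation test, two-sided, p = 0.0556, the smallest possible). A minimum −log10 q of 20 gave a rise of 26.8 points in HCC44. Ranking by −log10 q and keeping the top 22133 peaks of each list gave a smaller rise in both lines. The mean share was then 39.7% with DMSO and 45.9% with ACBI1 in H1975, and 36.4% and 44.9% in HCC44. In the full lists, the numbers behind the shares changed little. H1975 DMSO samples held 11040 and 11021 boundary peaks and the ACBI1 samples 10782 and 10295. HCC44 DMSO samples held 11604 and 11597 and the ACBI1 samples 10586 and 10449.

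Overlap between lists was set against the overlap between replicates of one group. In H1975, 91.3% of the peaks of a DMSO sample, on average, were overlapped by a peak of the other DMSO replicate, and 53.7% by a peak of an ACBI1 sample, with the 4 DMSO and ACBI1 pairs between 47.2% and 60.1%. In HCC44 these means were 90.3% and 44.5%, with the pairs between 43.3% and 45.6%. The differences of −37.6 and −45.8 percentage points exceeded the spread between pairs. The setting that moved them most ranked peaks by −log10 q and kept the top 11066 of each list, with −13.5 points in H1975 and −22.4 in HCC44. In the other direction, 91.4% of the peaks of an ACBI1 sample in H1975 and 87.3% in HCC44 were overlapped by a DMSO peak of the same line. Between ACBI1 replicates the overlap was 87.2% in H1975, where it ran from 76.7% to 97.7% by direction, and 88.6% in HCC44.

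Merging the lists of a line gave 48423 regions in H1975 and 58466 in HCC44. Of the 38312 H1975 regions with a peak in both DMSO samples, 14246 (37.2%) were lost in both ACBI1 samples and 19911 (52.0%) were retained in both, while 652 regions were gained. Of the 45137 such HCC44 regions, 22226 (49.2%) were lost and 20126 (44.6%) were retained, while 1331 were gained. The other ways to split the same 4 samples into pairs gave between 14 and 442 regions found only in 1 pair, over both lines. The 442 were found only in the replicate 1 samples of H1975, where 652 regions were gained. Leaving out a sample relaxes the rule, since fewer lists then have to hold or lack the peak. The gained regions of H1975 numbered 2487 when ACBI1 replicate 2 was left out, against 652 with all samples, and 1022 without DMSO replicate 2. Those of HCC44 numbered 2718 without ACBI1 replicate 2 and 2212 without ACBI1 replicate 1, against 1331. With the top 22133 peaks by fold enrichment of each list, which forces equal list lengths, 6861 regions were lost and 5462 gained in H1975, and 9721 were lost and 9693 gained in HCC44. Equal lengths force the lost and gained counts towards each other, so these counts do not measure whether loss exceeded gain. Lost regions were narrower than retained ones, with median widths of 389 and 995 bp in H1975 and 592 and 1134 bp in HCC44. Gained regions were narrower still, at 357.5 bp in H1975 and 493 bp in HCC44, so a small width was not particular to loss. A region's width spans its merged peaks, from 4 samples if retained and from 2 if lost or gained. A part of these differences therefore arises by construction.

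Lost regions lay at gene boundaries less often than retained regions did. In H1975, 3.23% of lost, 50.7% of retained and 13.5% of gained regions overlapped a boundary, and in HCC44 4.48%, 50% and 10.2% did. The odds ratio of lost against retained was 0.0325 in H1975 and 0.0470 in HCC44, and Fisher's exact test, two-sided, gave p-values below what double precision can hold. The 4 pairs of a DMSO and an ACBI1 sample gave 0.0434 to 0.0503 in H1975 and 0.0589 to 0.0620 in HCC44. A similar but smaller difference arose between replicates: for peaks of a DMSO sample missing from the other DMSO sample, the odds ratio was 0.113 and 0.236 in H1975 and 0.168 and 0.181 in HCC44. The alternatives that moved the odds ratio most were strata of −log10 q rank and width in H1975, with 0.112, and windows of 5 kb in HCC44, with 0.108. Within those strata, the pairs of DMSO with ACBI1 gave 0.120 to 0.175 in H1975 and 0.123 to 0.127 in HCC44. In the same strata, the pairs of DMSO replicates gave 0.511 to 1.84 in H1975 and 0.643 to 0.860 in HCC44. The pairs of ACBI1 replicates gave 0.321 to 0.719 in H1975 and 0.657 to 0.691 in HCC44. Replicate pairs dropped 2.31% to 23.2% of peaks, against 39.9% to 56.6% for DMSO with ACBI1, so this background holds for smaller losses only.

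Loss was more frequent among regions of lower −log10 q rank. Among the weakest 20% of regions by −log10 q rank in DMSO, 62.8% were lost in H1975 and 66.4% in HCC44. Among the strongest 20%, 1.76% were lost in H1975 and 19.1% in HCC44. Away from gene boundaries, the strongest 20% lost 4.80% of regions in H1975 and 37.6% in HCC44, and at gene boundaries 0.0409% and 0.727%. Fold enrichment gave another order: of the strongest 20% of DMSO peaks by fold enrichment, 54.8% in H1975 and 37.3% in HCC44 were overlapped by an ACBI1 peak, against 53.7% and 44.5% of all DMSO peaks.

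**Figure D2:**
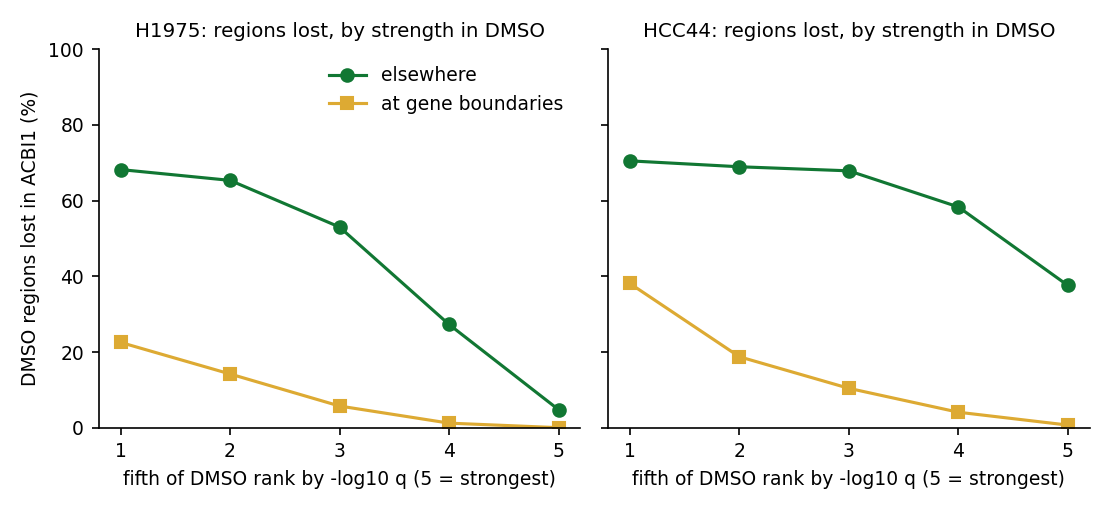
Percent of regions with a peak in both DMSO samples that had none in either ACBI1 sample (vertical axis), by 5 equal classes of the region's rank of −log10 q in DMSO (horizontal axis, 5 is strongest), for regions at gene boundaries and elsewhere, in H1975 (left) and HCC44 (right). In every class a larger share was lost elsewhere than at boundaries, and in the strongest class elsewhere 4.80% were lost in H1975 and 37.6% in HCC44.

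The regions lost in one line were compared with those lost in the other. Among 24708 regions with a peak in all 4 DMSO samples that were lost or retained in each line, 7292 were lost in both, 519 in H1975 only and 1825 in HCC44 only, while 15072 were retained in both. Independence would give 2882 lost in both. The odds ratio was 116, with a p-value below double precision by Fisher's exact test, two-sided, and it was 56.4 within strata of −log10 q rank and width. It was 257 with a minimum −log10 q of 20. Leaving out an ACBI1 replicate lowered it, to 50.4 and 59.1 without H1975 replicates 1 and 2, and to 73.3 and 71.2 without HCC44 replicates 1 and 2. A background was measured with single pairs in place of both replicates. In those strata, peaks missing from an ACBI1 sample in both lines gave odds ratios from 17.2 to 19.6, and peaks missing from the other DMSO replicate in both lines gave 0.950 to 1.47. Per line, 33.1% to 44.6% of regions were missing from an ACBI1 sample and 2.77% to 6.85% from the other DMSO replicate. The DMSO values are therefore a background for small losses only. The lines share no library in this comparison.

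HCC44 held more peaks than H1975 with DMSO, by 0.25 on the log2 scale, and about as many with ACBI1, where the difference was 0.047. Over both treatments the difference was 0.15 (exact permutation test, two-sided, p = 0.167, smallest possible 0.0556). It was 0.066 without H1975 ACBI1 replicate 2 and 0.23 without H1975 ACBI1 replicate 1. The pooled SD between replicates was 0.12. With DMSO both HCC44 samples held more peaks than both H1975 samples (exact permutation test, two-sided, p = 0.333, the smallest possible within a treatment), and with ACBI1 they did not. The sign of the difference over both treatments changed to −0.079 with a minimum −log10 q of 20 and to −0.54 with a minimum fold enrichment of 5. Of regions with peaks in both replicates, 29084 were found in both lines with DMSO, which is 76.6% of the H1975 and 64.4% of the HCC44 regions. With ACBI1, 16199 were found in both lines, 76.6% and 71.7%.

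The genes of the 3 degraded proteins kept a peak at a boundary in all 8 samples. Around SMARCA4, including 50 kb either side, H1975 had 12 and 14 peaks with DMSO and 9 and 7 with ACBI1, and HCC44 had 14 and 11 with DMSO and 6 and 5 with ACBI1. Around PBRM1, H1975 had 7 and 8 peaks with DMSO and 5 and 5 with ACBI1, and HCC44 had 9 and 7 with DMSO and 4 and 4 with ACBI1. Around SMARCA2, every sample had 3 peaks.

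Over all 22 named genes, 11 in H1975 and 15 in HCC44 had fewer surrounding peaks in both ACBI1 samples than in both DMSO samples, and 0 had more. Chance gives such an order in 16.7% of genes without tied counts, and the windows of neighbouring genes, such as IFIT1 and IFIT3, overlap. All ACBI1 lists were also shorter than the DMSO lists of their line, which favours fewer peaks around any gene. The counts of genes therefore do not show a loss particular to the named genes. Each line had 14 named genes with a boundary peak in both DMSO samples, and 13 of these kept it in both ACBI1 samples. The exceptions were IFIT3 in H1975, with a boundary peak in 1 ACBI1 sample, and CXCL8 in HCC44, likewise in 1. With windows of 5 kb, 13 of 15 genes kept it in each line. CXCL10 in H1975 and IL1B in HCC44 then had one in neither ACBI1 sample. With a minimum −log10 q of 20, 12 of 14 in H1975 and 10 of 14 in HCC44 kept it. With that minimum, IFIT3 and CXCL8 in HCC44 had one in neither ACBI1 sample. STING1 had a boundary peak in all 8 samples, but with that minimum it had one in both DMSO samples and in 1 of the 2 ACBI1 samples of each line. Around it, H1975 had 3 and 3 peaks with DMSO and 4 and 3 with ACBI1, while HCC44 had 6 and 7 with DMSO and 4 and 4 with ACBI1. CGAS had 4 peaks around it in each H1975 sample and 3 in each HCC44 sample. IL1B, IFIT3 and CD274 were singled out after their values were seen. Around IL1B, H1975 had 8 and 4 peaks with DMSO and 0 and 0 with ACBI1, and HCC44 had 9 and 9 with DMSO and 1 and 0 with ACBI1. Around IFIT3, H1975 had 6 and 6 peaks with DMSO and 1 and 0 with ACBI1, and HCC44 had 6 and 5 with DMSO and 2 and 1 with ACBI1. Around CD274, both lines had 6 and 6 peaks with DMSO and 3 and 3 with ACBI1. CXCL9, CXCL10 and CXCL11 are neighbours, and their counts of 2 peaks in each DMSO sample and 1 in each ACBI1 sample come from overlapping windows.

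IRF7 and CCL5 had 0 listed peaks around them in all 8 samples, and B2M had 1 in each and none at its boundary. These zeros cannot be read as closed chromatin. No list used here held a peak on chromosome 11 between positions 469951 and 694789, a stretch with 11 protein-coding genes that includes IRF7. Nor did any hold one on chromosome 15 between 44664034 and 45022567, around B2M, or on chromosome 17 between 35764969 and 36705964, around CCL5.

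**Figure D3:**
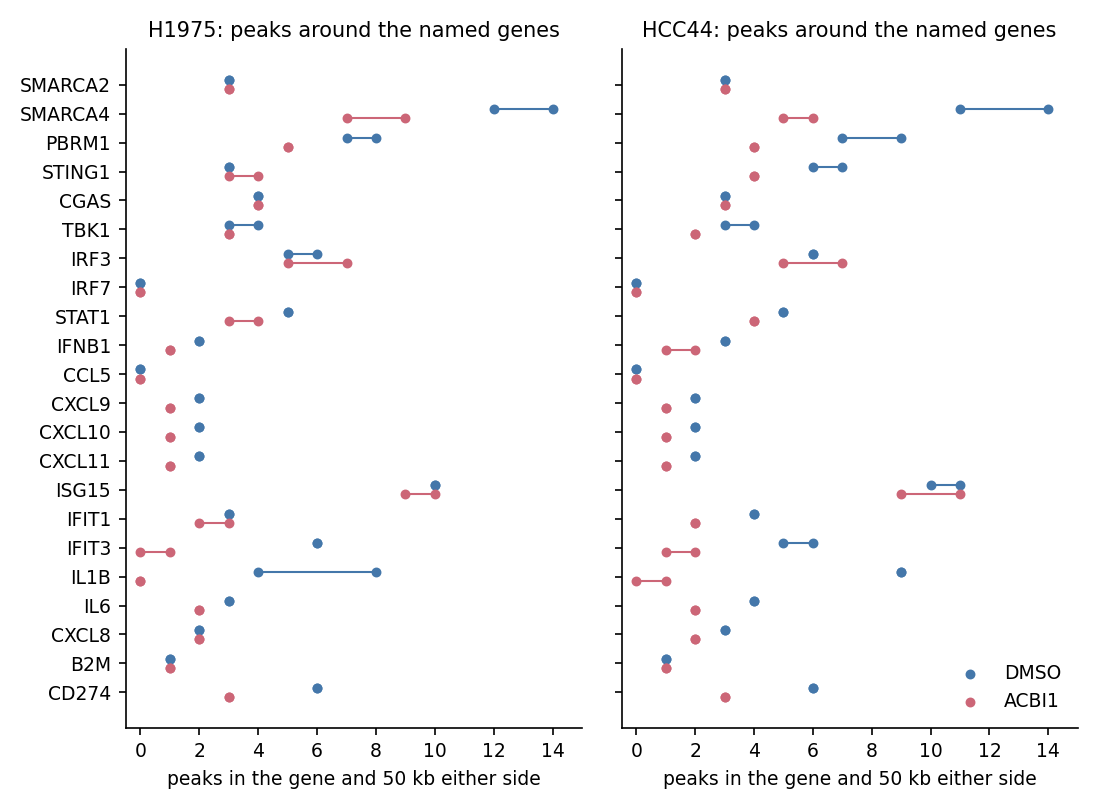
Number of peaks in each named gene and 50 kb either side (horizontal axis) for the 22 named genes (vertical axis), with a point per replicate and a line joining the 2 replicates of a group, in H1975 (left) and HCC44 (right). IL1B has 4 to 9 peaks in the DMSO samples and 0 or 1 in the ACBI1 samples, while SMARCA2 has 3 in each.

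The share of regions retained around the 19 pathway genes was set against random gene lists matched on the number of DMSO regions. In H1975, the 17 pathway genes with such regions retained a median of 66.7% of them, and the middle 95% of 10000 matched lists ran from 50% to 100%. In HCC44 the median was 50%, and matched lists ran from 50% to 80%. The median of the pathway genes lay within that range in both lines, and IRF7 and CCL5, without listed peaks, did not enter.

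The 5 named lost regions of each line included 0 at a gene boundary, and in each line 2 of the 5 lay in a protein-coding gene. In H1975 the first was on chromosome 10 from 30682462 to 30682673, outside protein-coding genes with LYZL2 nearest at 52708 bp. Its authors' fold enrichment was 15.1 and 14.8 in the 2 DMSO samples. The second was on chromosome 1 from 227192254 to 227192467, inside CDC42BPA, with fold enrichments of 13.9 and 14.9. In HCC44 the first was on chromosome 3 from 28924855 to 28925263, outside protein-coding genes, with fold enrichments of 12.6 and 11.9 in the DMSO samples. The second was on chromosome 17 from 20450885 to 20451201, inside LGALS9B, with fold enrichments of 11.6 and 11.3. Whether these positions are exonic or intronic was not analysed here. The widths of the named lost regions ran from 211 to 245 bp in H1975 and from 317 to 513 bp in HCC44.

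Of the named gained regions, the first in H1975 was on chromosome 13 from 114352732 to 114353072, with CHAMP1 nearest at 25409 bp and fold enrichments of 11.6 and 17.3 in the ACBI1 samples. In HCC44 the first was on chromosome 6 from 117829765 to 117830057, with SLC35F1 nearest at 77206 bp and fold enrichments of 8.51 and 8.21. The fold enrichments of the 5 gained regions ran from 8.53 to 17.3 in H1975 and from 6.55 to 8.79 in HCC44, and 1 region in H1975, at NCF1, and 0 in HCC44 lay at a gene boundary.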

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

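The alternatives with a minimum −log10 q of 20, joining or merging at 1200 bp, strata of −log10 q, and equal numbers by −log10 q were chosen after the result was seen. Over 23 results, 124 values under other settings were computed besides 88 that each left out 1 replicate. Of the 124, 10 with a replicate block equal the values without it by construction. Another 20 are odds ratios with p-values below double precision, whose side of a threshold could not change. They ran from 0.0174 to 0.112 in H1975 and from 0.0254 to 0.108 in HCC44 for gene boundaries, and from 56.4 to 257 for loss in both lines. Of the remaining 94, 64 stayed within the replicate spread or within 1.5 times a count, 28 moved and 2 changed sign. Joining peaks at 1 kb or 1200 bp, keeping chromosomes 1 to 22 and X only, and asking for 50% cover moved 1 of their results beyond these limits. That was the overlap in HCC44 with 50% cover, at −49.6 percentage points. The threshold of −log10 q at least 5 removed no peak and gave no values. The motif comparison and its alternatives were not run, for want of a genome sequence here.

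The 2 changes of sign concern the difference between the lines in peak number, from 0.15 to −0.079 with a minimum −log10 q of 20 and to −0.54 with a minimum fold enrichment of 5. Fold and q are not comparable between libraries of unknown depth, and the cause was not tested. For the same reason a common minimum may move any comparison between lists. With a minimum −log10 q of 20 the HCC44 changes were −1.19 (log2) in number, −1.10 in covered length, 0.21 in width and 26.8 points in boundary share, and the overlap differed by −50.2 points. The difference between lines in the change was −0.34, and 589 regions were gained in HCC44. With a minimum fold of 5 the HCC44 changes were −1.61, −1.55 and 0.21, and the difference between lines was −0.78. The cause was not tested for these either.

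The boundary share in HCC44 rose by 19.2 points with 5 kb windows, by 19.1 with all annotated genes and by 23 with equal numbers by fold enrichment. For the top 22133 by −log10 q it rose less, from 36.4% with DMSO to 44.9% with ACBI1, and in H1975 from 39.7% to 45.9%. For the top 11066 by −log10 q it was 47.0% and 68.0% in HCC44, and 56.1% and 69.1% in H1975. These shares by −log10 q are not among the 124 values. With equal numbers by fold enrichment the overlap differed by −29.2 points in H1975 and −39.2 in HCC44, and for the strongest 20% of DMSO peaks in HCC44 by −55.7. With equal numbers by −log10 q it was −18.6 and −29.5 for the top 22133, and −13.5 and −22.4 for the top 11066. Equal numbers by fold gave 6861 lost, 5462 gained and 9872 retained regions in H1975, and 9721, 9693 and 6737 in HCC44. Equal lengths force lost and gained counts towards each other, so their near balance says nothing about chromatin. A count of gained regions therefore depends on how lists are made comparable, and the deposited lists carry no depth to settle it.

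Leaving out 1 replicate at a time changed the direction of none of the results it was run on, the overlaps and named genes not among them. Gained regions ran from 902 to 2487 in H1975 and from 1863 to 2718 in HCC44, since fewer samples then have to hold or lack the peak. The difference between the lines in the change of peak number ran from −0.36 to −0.038, the latter without H1975 ACBI1 replicate 1, so its size rested on single samples. The highest count in each line came without ACBI1 replicate 2. The log2 change of number ran from −0.93 to −0.61 in H1975 and from −1.01 to −0.93 in HCC44, that of covered length from −0.95 to −0.38 (without H1975 ACBI1 replicate 2) and from −0.98 to −0.94, and that of width from 0.19 (without H1975 ACBI1 replicate 1) to 0.39 and from 0.073 (without HCC44 DMSO replicate 1) to 0.15. The difference between the lines in peak number ran from 0.066 (without H1975 ACBI1 replicate 2) to 0.23 (without H1975 ACBI1 replicate 1), and the rise in boundary share from 12.8 to 20.4 points in H1975 and from 17.1 to 18.9 in HCC44. The odds ratio of loss in both lines ran from 50.4, without H1975 ACBI1 replicate 1, to 120.

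Presence of single regions gave no sign that the replicate numbers pair the samples. Its correlation between same-numbered samples of 2 groups lay between −0.0086 and 0.016. Replicate 1 held more peaks, and a lower share at gene boundaries, than replicate 2 in each of the 4 groups. A common shift between the replicate numbers, which the prefix of the sample titles follows, is therefore not excluded. With a replicate block the changes in number were −0.77 in H1975 and −0.97 in HCC44, as without it, because the groups are balanced. The exact sign-flip test over the 4 pairs, two-sided, gave p = 0.125, the smallest it can give.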

Other observations

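The tests of depth, the estimate of relative depth included, of the order of the regions and of odds ratios between replicates were chosen after the result was seen, and the test of stretches without peaks was chosen after such stretches were met at named genes. The joining distance of 1200 bp and the strata of −log10 q rank and width, on which the tests of joining, of boundaries and of loss in both lines rest, were also chosen after the result was seen. The tests of cell line mix-up, pathway genes and neighbours were set before their values were known.

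Fewer peaks were listed after ACBI1 in both lines, and a lower depth or a weaker signal over background may do this without any change in chromatin. Fewer reads, or a signal that weakens alike everywhere, would leave the order of the regions as it was. Among the top 11066 peaks of each list by −log10 q, DMSO and ACBI1 lists overlapped by 72.1% to 77.9% in H1975 and by 60.6% to 61.4% in HCC44. Replicates of a group overlapped by at least 88.6% and 83.4%. Minus the lower mean overlap between replicates, the mean gave −13.5 points in H1975, the line with the smaller gap. Among the top 22133 peaks that difference was −18.6. These values argue against depth, or a weakening that keeps the order, as the whole cause. At the same −log10 q rank and width, regions at gene boundaries were lost at an odds ratio of 0.112 in the line nearer to 1, and the nearest pair of replicates, of ACBI1 in H1975, gave 0.321 against 0.120 to 0.175 for the DMSO and ACBI1 pairs of that line, which argues against a loss alike in all regions. With all lists joined at 1200 bp the log2 change was still −0.76 in H1975, which argues against the joining distance. Each ACBI1 sample held more of the regions specific to its own line than of those specific to the other, by at least 21.2 percentage points, which argues against a mix-up of the lines. A swap of treatments was not tested. What stays open is a loss of accessibility away from gene boundaries that follows from the treatment, and a difference in the quality of ACBI1 libraries that acts on kinds of regions unequally. Treatment and such a quality difference go together in this design, and the second was not tested.

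A relative depth can be estimated if fold enrichment is (pileup + 1) / (background + 1), p is a Poisson tail and the smallest gap between peaks is 4 times the length given to each read, as some callers define them, which the files do not state. Set against the mean of the 8 lists, it was 1.07 and 1.14 in the H1975 DMSO samples, 1.02 and 0.894 in the H1975 ACBI1 samples, 1.00 and 0.967 in the HCC44 DMSO samples, and 0.882 and 1.02 in the HCC44 ACBI1 samples. Both H1975 ACBI1 samples lay below both H1975 DMSO samples, so a part of the lower peak number there may come from depth, although the order of the regions changed as well (−13.5 points).

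Among the 24708 regions with a peak in all 4 DMSO samples that were lost or retained in each line, loss in one line went with loss in the other, with 7292 lost in both, 519 in H1975 only and 1825 in HCC44 only. If weak peaks that drop out of any list were the cause, the association would weaken among regions of like −log10 q rank and width. There the odds ratio fell from 116 to 56.4. The strata are 5 classes of rank by 5 of width. Weakness shared by both lines within a stratum is therefore not excluded as a part of the cause. If both lines only shared the loss of regions away from gene boundaries, the association would vanish among those regions, but within strata the odds ratio was 40.4. A shared set of regions that depend on the degraded complexes is a hypothesis that these values leave open, and so is a shared response of libraries from treated cells. Neither motif content nor protein levels were analysed here.

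Genes of the STING and interferon pathway retained a share of surrounding regions within the range of matched genes. Their median lay at percentile 44.2 of matched random lists in H1975 and 14.8 in HCC44. With 17 genes and a wide range of random medians, a selective loss around them cannot be told apart from the general loss.

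Neighbouring regions away from gene boundaries tended to be lost together. Within strata of the strength of both, neighbours under 10 kb apart had an odds ratio of 2.22 in H1975 and 1.76 in HCC44, which argues against shared strength as the whole cause. At 100 kb or more it was still 1.60 and 1.25, so an influence over long distances may add to it. Copy number, GC content and gene density were not tested.

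Chromosome 19 lost the smallest share of its DMSO regions among chromosomes 1 to 22 and X in both lines, 19.3% in H1975 and 26.9% in HCC44. The same held away from gene boundaries, with 30.6% and 41.4%. This chromosome was singled out after its values were seen, and no explanation was tested.

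Some stretches of the genome held no peak in any of the 8 lists used here. Between HLA-F and HLA-DPB1 on chromosome 6, 0 of 128 protein-coding genes had a boundary peak in any list, a share of 0%, against 619 of 921 (67.2%) on the rest of chromosome 6. The 57 genes between MICB and NOTCH4 were all among them. The assembly holds this part of the genome in several alternate versions, and the lists name alternate sequences but place only 15 to 24 peaks per sample on them. A candidate explanation is that reads placed equally well on several sequences were removed, which predicts the share of 0% that was found. A filter on listed regions would look the same and was not tested. The stretches were empty with DMSO and with ACBI1 alike, so no biological explanation in terms of treatment was tested. For genes in such stretches, and IRF7, B2M and CCL5 lie in some, the lists used here may hold no measurement of accessibility.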
